# Free Fatty Acids Differentially Downregulate Chemokines in Liver Sinusoidal Endothelial Cells: Insights into Non-Alcoholic Fatty Liver Disease

**DOI:** 10.1371/journal.pone.0159217

**Published:** 2016-07-25

**Authors:** Rachel H. McMahan, Cara E. Porsche, Michael G. Edwards, Hugo R. Rosen

## Abstract

Non-alcoholic fatty liver disease is a prevalent problem throughout the western world. Liver sinusoidal endothelial cells (LSEC) have been shown to play important roles in liver injury and repair, but their role in the underlying pathogenetic mechanisms of non-alcoholic fatty liver disease remains undefined. Here, we evaluated the effects of steatosis on LSEC gene expression in a murine model of non-alcoholic fatty liver disease and an immortalized LSEC line. Using microarray we identified distinct gene expression profiles following exposure to free fatty acids. Gene pathway analysis showed a number of differentially expressed genes including those involved in lipid metabolism and signaling and inflammation. Interestingly, in contrast to hepatocytes, fatty acids led to decreased expression of pro-inflammatory chemokines including CCL2 (MCP-1), CXCL10 and CXCL16 in both primary and LSEC cell lines. Chemokine downregulation translated into a significant inhibition of monocyte migration and LSECs isolated from steatotic livers demonstrated a similar shift towards an anti-inflammatory phenotype. Overall, these pathways may represent a compensatory mechanism to reverse the liver damage associated with non-alcoholic fatty liver disease.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is the fastest-growing liver disease in the western world. NAFLD represents a disease spectrum that is histologically defined and can range from simple hepatic steatosis to non-alcoholic steatohepatitis (NASH). NASH includes steatosis along with liver inflammation, hepatocyte injury and often fibrosis [1]. The mechanisms that lead to the different pathological outcomes are not well defined but hepatic lipid accumulation, primarily as triacylglycerol (TAG), is a key pathogenic feature of NAFLD [2]. Hepatic TAG synthesis results in part from increased uptake of hepatic fatty acids. Circulating free fatty acids (FFA) make up the majority of FFA encountered by the liver [3] although they can also originate from de novo lipogenesis (DNL) in hepatocytes [4]. In the context of NAFLD elevated plasma FFA are observed and are at least one source for TAG synthesis in hepatocytes [5]. In addition, elevated levels of the saturated palmitic acid (PA) and the mono-unsaturated oleic acid (OA) are found in NAFLD patients and make up a majority of the FFA in TAG [3,6]. In vitro studies of the cellular and metabolic effects of FFA on hepatic cells have focused primarily on hepatocyte function with some studies showing lipotoxic effects on hepatocytes [7–9] and others suggesting that the effects vary depending on the composition of the FFA [10].

Liver sinusoidal endothelial cells (LSEC) play an important role in the regulation of the transport of macromolecules between the blood and liver parenchyma including lipids and lipoproteins. LSEC lack a basement membrane and have pores or fenestrae which allow for regulation of macromolecule transport [11]. In addition, LSEC are also important regulators of lymphocyte adhesion and migration across the sinusoidal endothelium into the parenchyma via expression of adhesion molecules and chemokines [12]. It has been demonstrated both in tissue culture and in murine hepatotoxicity fibrosis models that LSEC can produce a number of inflammatory mediators including pro-inflammaotry cytokines (TNF**α**, IL-6 and IL-1) and chemokines (CCL2 (MCP-1), CCL3 (MIP1**α**), CCL4 (Mip1**β**), CCL5 (Rantes), CXCL1 (KC), CXCL2 (MIP2**α**))[13,14]. Taken together this suggests that LSEC may participate in the inflammatory response associated with NAFLD. The aim of current study was to evaluate the effects of FFA on LSEC phenotype including cell survival, lipid metabolism and inflammatory mediators in both primary LSEC and immortalized LSEC lines. Here we show that, in contrast to hepatocytes, FFAs inhibit LPS-induced pro-inflammatory chemokine production in LSEC and inhibit inflammatory cell recruitment. This data suggests that LSEC could potentially play a protective role when the liver is presented with an overabundance of FFA as seen in NAFLD.

## Materials and Methods

### Cell Lines and Animals

The immortalized murine LSEC cell line TSEC [15] was provided by Dr. Vijay Shah (Mayo Clinic, Rochester, MN) and was cultured in Dulbecco’s modified Eagle medium (DMEM) with 10% fetal bovine serum (FBS), 1% Pen/Strep (Invitrogen) and 1% Endothelial Cell Growth Supplement (Sciencell). Human immortalized LSEC (TMNK-1) [16] were kindly provided by Dr. Alejandro Soto-Gutierrez (University of Pittsburgh, PA) and were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin (Invitrogen). The murine (AML12) and human (HepG2) hepatocyte cell lines were cultured according to the vendors instructions (ATCC, Manassas, VA).

Eight-week-old male C57Bl/6 mice and sixteen-week-old male mice fed a 60% fat diet (380050 DIO) or a 10% fat diet (380056 NCD) for 12 weeks were purchased from Jackson Laboratories (Bar Harbor, ME). All animal experiments were performed humanely as approved by the Animal Care and Use Committee at the University of Colorado Denver under protocol number B-94114(02)1D. Animals were sacrificed using CO2 asphyxiation followed by cervical dislocation and the appropriate organs were harvested following sacrifice.

### Cell Culture

AML12 and TSEC cell lines (5x10^5^ and 1.25x10^5^ respectively) were plated in 24 well plates with culture media (mentioned previously). After cells had adhered, media was replaced with media containing 1% FFA-free bovine serum albumin (BSA) (Sigma) and variable concentrations of the long chain FFAs palmitic acid (PA, Sigma), oleic acid (OA, Sigma) or both. 100mM stock solutions of PA and OA were made up in DMSO and fatty acid were pre-incubated with 2.5mM FFA-free BSA prior to adding to culture. For LPS stimulation 100ng/ml LPS (Sigma) was added to the wells for 6 hours. For signaling experiments the MEK1/2 inhibitor PD-0325901 (EMD Calbiochem) was added to LSEC culture 1 hour prior to treatment with FFA. Stock solutions of PD-0325901 were made up at 100mM in DMSO and 1 and 0.3**μ**M were added to the wells. RNA was isolated for quantitative PCR and CCL2 levels in the supernatants were determined using the mouse CCL2 DuoSet ELISA according to the standard protocol (R&D).

### Microarray Analysis

For microarray analysis triplicate wells of the murine LSEC line, TSEC, were treated with PA and OA (0.33mM/0.33mM) for 18 hours. RNA was harvested using RNeasy Mini kit (Qiagen) and RNA quality verified using the Eukaryote Total RNA Nano assay on an Agilent 2100 Bioanalyzer (Agilent Technologies). Gene expression profiling was performed using Mouse GeneChip ST 2.0 arrays (Affymetrix). Partek® Genomics Suite™ ver.6.6 (www.partek.com) was used to process and perform the statistical analysis on these array data, using GC-RMA to compute log2 expression values. A gene was considered present if it had an expression value > 4.5 in at least one sample (26,084 out of 41,353 transcripts total). A P-value <0.05 (ANOVA) was used to define differential expression in all present genes (765 out of 26,084 transcripts). The enrichment of KEGG pathways among significantly regulated genes was determined using WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt). Specific pathways and upstream regulators altered by FFA treatment were determined using Ingenuity Pathway Analysis (IPA) software (Qiagen). Microarray data is available in the Gene Expression Omnibus (GEO) repository (NCBI) under the accession # GSE67651.

### Flow Cytometric Analysis

Multiparameter flow cytometry was performed using a BD FACSCanto II instrument (BD Biosciences) analyzed using FACSDiva software (BD Biosciences). Fluorochrome-labeled monoclonal antibodies specific for mouse CD45 (30-F11), CD11b (M1/70), F480 (BM8), Ly6G (RB6-8C5) and Ly6C (HK1.4) were obtained from Affymetrix. Anti-mouse CD146 (Clone ME-9F1) was from BD Biosciences and anti-mouse Stabilin-2 (Clone 34–2) was from MBL International. Cells were stained in phosphate-buffered saline (PBS) containing 1% bovine serum albumin and 0.01% sodium azide at 4°C in the dark for 45 min, washed twice and subsequently fixed in 200 **μ**l of stabilizing fixative (BD). Isotype-matched control antibodies were used to determine background levels of staining.

### Isolation of Liver Sinusoidal Endothelial Cells

For LSEC isolation mouse livers were perfused with 40ml perfusion buffer (10mM Hepes-NaOH, pH 7.4, 150mM NaCl, 5mM KCl, 1mM MgCl2) containing 30ug/ml liberase (Roche) prior to removal followed by homogenization with a 10cc syringe back. Red blood cells were lysed in lysis buffer (0.16M NH_4_Cl, 0.17M TRIS (pH 7.65)) and the cells were washed twice in RPMI 1640 (Gibco) with 5% fetal bovine serum (HyClone). Cells were filtered through 100um filter followed by density gradient separation with 20% OptiPrep (Sigma). Cells were further purified using magnetic bead separation columns (Miltinyi) where CD45+ cells were depleted followed by positive selection of CD146^+^ cells [17]. DiI-AcLDL uptake was determined by incubation with 10ug/ml DiI-conjugated Ac-LDL (Life Technologies) for 4 h at 5% CO2 at 37°C followed by flow cytometric analysis of DiI-AcLDL uptake.

### Scanning Electron Microscopy

Freshly isolated LSEC from mice were plated at 1 x 10^6^/ml on collagen-coated cover slips in a 24 well plate and incubated at 37C for 8 hours. Cells were fixed in 2.5% glutaraldehyde for 2 hours. Following a cacodylate buffer rinse, the cells were secondary fixed in 1% OsO4, then rinsed again in buffer and dehydrated in EtOH solutions, 50%, 70%, 90%, 100% (X2), for 15min each. Following dehydration, the cells were critical point dried in a LEICA EM CPD 300 using 100% EtOH as the transition liquid. The coverslips were mounted on SEM stubs with double sided carbon tape and sputter coated with gold/palladium for 30 seconds using the Leica EM ACE200. The samples were then imaged using a JEOL JSM-6010LA SEM operating at 10kV.

### Annexin V Staining

TSEC were plated at 1.25x10^5^ and incubated for 18 hours with varying concentrations of FFA. Staining was performed using the FITC Annexin V Apoptosis Detection Kit I (BD Biosciences) and the percentage of apoptotic (Annexin V+) cells was evaluated by flow cytometric analysis.

### Quantitative PCR

RNA from was extracted using the RNeasy Mini Kit and converted to cDNA using the QuantiTect RT kit (both from Qiagen, standard protocols). Real Time Quantitative PCR was carried out on a 7300 Real Time PCR system (Applied Biosystems). The following Quantitect primer pairs were purchased from Qiagen; 18s, CCL2, CCL7, CXCL10, CXCL12, CXCL16. Samples were run in triplicate in a 10ul reaction volume consisting of 5ul of SYBR Green PCR Mix (Qiagen), 1ul of the primer set, 0.5ul of cDNA and 3.5ul of H_2_O. Cycling conditions consisted of 40 cycles (94c for 15 seconds, 5 0c for 30 seconds, 72c for 30 seconds). Each individual sample was normalized to 18s and gene expression was compared to the matched untreated sample. Fold change in transcripts was calculated using the ΔΔCT method [18].

### Cellular Migration Assay

For the cellular migration assays tissue culture-treated 6.5 mm transwells with 5.0 **μ**m pore polycarbonate membrane inserts were placed in 24 well plates containing 1.25x10^6^ TSEC or 5x10^6^ AML12 cells either untreated or incubated with LPS (100ng/ml) and FFA (0.33uM PA acid and 0.33uM OA) and equilibrated for 1 hour. Bone marrow monocytes were isolated by negative bead selection from C57BL6 bone marrow using a monocyte isolation kit (Miltenyi). 0.5–1 x10^6^ monocytes were added to the transwell in 100ul volume and incubated at 37C for 3 hours. Following incubation transwells were removed and the wells were harvested and stained with fluorescently labeled antibodies against CD45, CD11b, F480, Ly6G and Ly6C. 5x10^4^ polystyrene/divinylbenzene beads (Bang Laboratories PS07N/9400) were added to the tube and 10,000 beads per sample were collected by flow cytometry. The total number of migrated cells was calculated by dividing the number of counted cells by the number of counted beads and multiplying this number by 50,000 (the total number of beads in the sample) [(# of counted cells/# of counted beads) x 50,000]. The chemotactic index was determined by dividing the number of migrated beads in the experimental wells by the number of migrated beads in the control wells.

### Statistical Analysis

Results were expressed as the mean +/- SEM. Unpaired Student’s t tests were used to compare differences between groups and a p value of ≤0.05 was considered significant. The Prizm 5.0 statistical analysis software was used (GraphPad Software).

## Results

### FFA Increase Lipid Metabolism and Signaling Pathways in a Murine LSEC Cell Line

PA (C16:0) and OA (C18:1) are the most abundant FFA in normal and NAFLD livers, and treatment of hepatocytes with these FFA has been shown to mimic fat over- accumulation in the liver seen in NAFLD [19,20]. To begin to determine the effects of free fatty acids on LSEC, we treated the murine LSEC line (TSEC) with OA and PA (0.33mM/0.33mM) for 18 hours. This assay has been shown to produce significant steatosis in hepatocytes with minimal induction of apoptosis [19]. We also observed minimal induction of apoptosis in LSEC at the concentration of FFA used (S1 Fig). 

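Gene expression was measured in TSEC, an immortalized line of murine liver sinusoidal endothelial cells, on 12 Mouse Gene 2.0 ST arrays, 3 in each of 4 groups. The groups were cells in medium alone (Media), cells given oleic and palmitic acid (FFA), cells given INT-767, an agonist of the bile acid receptors FXR and TGR5, and cells given both (FFA+INT-767). The paper's text does not describe the INT-767 arrays, and the comparison of FFA with Media uses the other 6. The methods give 0.33 mM of each fatty acid for 18 hours and the legend of Fig. 1 gives 16 hours, whereas the sample labels give 0.66 mM oleic acid, 0.33 mM palmitic acid, 30 μM INT-767 and 8 hours. The paper calls the arrays triplicate wells and the labels call them biological replicates, so the p-values measure the spread between these samples, which may be technical. The authors computed log2 expression values in Partek Genomics Suite 6.6. The methods name GC-RMA for this step and the submitters' processing notes name RMA. Every transcript of the deposited table was over 4.5 in at least 1 of the 12 arrays, which is the paper's rule for a present gene. The array medians lay between 5.76 and 5.87. FFA was compared with Media by limma on the 24838 transcripts over 4.5 in at least 1 of the 6 arrays. Gene lists were tested against all other measured genes by limma's camera with a preset correlation of 0.01, with the transcript of highest mean standing for each gene. By limma's fry, which asks whether the genes of a list move 1 way on balance and compares them with no other genes, 0 of 31 lists passed for FFA against Media (smallest adjusted p = 0.37). Arrays of the same replicate number deviated together from their group means, with a correlation of 0.2 to 0.54 in all 18 such pairs, so each comparison was also fitted with the replicate number as a block. Only 3 arrays per group limit the precision.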

We assayed global transcriptional changes in TSEC treated with FFA using the Mouse GeneChip ST 2.0 (www.affymetrix.com). Treatment with FFA led to a significant change in 765 gene transcripts (p<0.05, ANOVA) when compared to untreated cells (full microarray data is available in the Gene Expression Omnibus (GEO) repository (NCBI) under the accession # GSE67651). 

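Il33, an alarmin cytokine, was lower in FFA than in Media by a log2 fold change of -0.68 (standard error 0.24, n = 3 arrays per group), and Abca1, the cholesterol efflux transporter, by -0.56 (standard error 0.15). The class I histocompatibility gene H2-K2 and the microRNA gene Mir669c had log2 fold changes of -0.50 each (standard errors 0.13 and 0.14). Among the named transcripts outside Fig. 1A with an unadjusted p under 0.05 and no overlap between the groups, the largest positive values were those of Gm2427 (0.65, standard error 0.24) and Mrpl47, a protein of the mitochondrial ribosome (0.61, standard error 0.19, and 0.22 for its other transcript). A transcript of Chd8, a chromatin remodeler, and the zinc finger gene Zfp820 followed with 0.51 each (standard errors 0.16 and 0.18). The Chd8 transcript of highest mean, which stands for the gene, had 0.14 (0.065 without FFA replicate 2). Trp53rka had 0.49 and Zbtb34 0.48 (standard errors 0.19 and 0.17). None of these transcripts passed adjustment. Those with 0.14 and 0.22 aside, each had an unadjusted p under 0.05 and no overlap between the arrays of the groups. In FFA+INT-767 against INT-767 the chosen transcripts of Gm2427, Mrpl47, Zfp820, Trp53rka and Zbtb34 had -0.0021, -0.12, 0.0054, -0.056 and -0.052. Those of H2-K2 and Mir669c had 0.089 and 0.022, and those of Il33, Abca1 and Chd8 -0.24, -0.46 and 0.18. INT-767 alone against Media gave -1.03 for Il33, -0.43 for Abca1, 0.65 for Trp53rka, 0.455 for Gm2427 and -0.16 to 0.26 for the others. By limma, 666 of the 24838 transcripts had an unadjusted p under 0.05, 333 higher and 333 lower in FFA. A share of 5% would be 1242, which holds for unrelated arrays and is no measure of chance here, since arrays of the same replicate number deviate together. At an adjusted p under 0.05 the count was 0, and the smallest adjusted p was 1. With the replicate number as a block, 1463 transcripts had an unadjusted p under 0.05, 752 of them higher, and the smallest adjusted p was 0.79. The groups did not overlap in 1741 transcripts, or 7.01%, where chance gives 10% for unrelated arrays. Without Media replicate 3 the count at an unadjusted p under 0.05 was 1421. Il33 had -0.43 without Media replicate 1, Trp53rka 0.32 without FFA replicate 2, and Gm2427 0.43 and Zfp820 0.32 without FFA replicate 3. In simulated arrays with the spread of these 6 but no deviations shared by a replicate number, limma recovered 44.8% of transcripts changed 2-fold and 2.99% of those changed 1.5-fold at an adjusted p under 0.05.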

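Dusp4, a phosphatase that inactivates MAP kinases, had the most negative log2 fold change of the named transcripts that had an unadjusted p under 0.05, -0.97 in FFA relative to Media (standard error 0.29, n = 3 arrays per group). Olr1, a scavenger receptor for oxidized LDL, had -0.73 (standard error 0.33), the transcription factor Myc -0.63 (standard error 0.26), Id3, a target of BMP signaling, -0.60 (standard error 0.24) and the cell cycle inhibitor Cdkn2b -0.57 (standard error 0.18). Among the genes that were higher, the TNF family ligand Tnfsf9 had 0.56 (standard error 0.23) and Cidec, a lipid droplet protein, had 0.50 (standard error 0.16). Zbtb24 and the kinase gene Pim2 had 0.50 each (standard errors 0.14 and 0.19). Against the same Media arrays, INT-767 alone gave -1.19 for Dusp4, -0.96 for Olr1, -0.73 for Myc, -0.42 for Id3 and -0.61 for Cdkn2b. In FFA+INT-767 against INT-767, which shares no array with FFA against Media, these genes had -0.10, -0.0055, -0.24, -0.21 and -0.13. Tnfsf9, Zbtb24 and Pim2 had -0.0097, -0.060 and 0.031 there, and Cidec 0.45 (standard error 0.19). Of the genes of Fig. 1A, 16 were measured there and 13 had the same direction. Of 19 gene symbols read from the picture of Fig. 1A, 18 were measured, 5 of them higher and 13 lower in FFA, each in the direction of the heat map. By limma, 15 had an unadjusted p under 0.05, and Ccl7, Olr1 and the Fabp5 transcript that stands for the gene did not. With the replicate block the number was 13. Fabp5, which encodes a fatty acid binding protein, has 4 transcripts. The largest of their log2 fold changes was 0.69 (standard error 0.18), and the transcript with the highest expression, which stands for the gene, had 0.26 (standard error 0.24). The study chose these genes on the same arrays, so their directions are not independent evidence, and nor are the 6 genes that passed when adjusted over these 18 alone. Without Media replicate 3 Olr1 had -0.35, Myc -0.38 and the Fabp5 transcript that stands for the gene 0.062. This transcript had 0.50 without Media replicate 1, where Pim2 had 0.31, and 0.12 without FFA replicate 1. Id3 had -0.36 without FFA replicate 3. No gene of the figure had an adjusted p under 0.05 over all transcripts.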

The top 20 up- and down-regulated genes are shown in Fig 1A and the relevant KEGG pathways enriched in FFA treated TSEC was determined using WebGestalt (Fig 2). These included metabolic pathways, oxidative phosphorylation pathways and PPAR signaling pathways. 

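Genes of the respiratory chain were higher in FFA by a small amount. Of 67 nuclear-encoded genes of oxidative phosphorylation, 49 were higher and 18 lower than in Media, and the list rose by a median log2 fold change of 0.047 (adjusted p = 0.0043 from camera, adjusted p = 0.51 with an estimated correlation). All 10 mitochondrially encoded genes were higher, by a median of 0.053 (adjusted p = 0.029, adjusted p = 0.46 with an estimated correlation, adjusted p = 0.063 with the replicate block). Cox7c, a subunit of cytochrome c oxidase, had the smallest p of the nuclear-encoded list, with a log2 fold change of 0.37 (standard error 0.13, n = 3 arrays per group). Of 21 genes of the tricarboxylic acid cycle, 15 were higher, with a median of 0.050 (adjusted p = 0.061). Among the genes that Fig. 2 places in metabolic pathways, 12 of 17 were measured and 11 of these were higher, among them the phosphatase gene Phospho2 with 0.29 (standard error 0.12) and the sphingomyelinase gene Smpd2 with 0.24 (standard error 0.11). Of its 9 single genes of oxidative phosphorylation 8 were measured, all higher, and of its 4 genes of PPAR signaling 3 were higher. By limma, 1 gene of each of these 3 sets had an unadjusted p under 0.05, and 3 of the metabolic pathways with the replicate block. An unmoderated test over the 4 groups on all 12 arrays was chosen after seeing the values. In it 11 of 12 genes of metabolic pathways, 5 of 8 of oxidative phosphorylation and 3 of 4 of PPAR signaling reached an unadjusted p under 0.05. The study chose these sets on the same arrays, so they are not independent evidence. When adjusted over the list alone, 0 genes passed in the 3 lists of mitochondrial metabolism, where 1 gene had an unadjusted p under 0.05. Without FFA replicate 3 the nuclear-encoded list had a median of 0.010 (adjusted p = 0.63), without Media replicate 3 its adjusted p was 0.11, and without FFA replicate 1 its median was 0.074. The tricarboxylic acid cycle had an adjusted p of 0.044 without Media replicate 2, 0.029 without FFA replicate 1 (median 0.083) and 0.58 without FFA replicate 3 (median 0.0071). The adjusted p of the mitochondrially encoded list was 0.057 without Media replicate 2, 0.24 without Media replicate 3, 0.059 without FFA replicate 1 and 0.13 without FFA replicate 3. Its median was 0.010 to 0.075 over 18 alternatives, and it passed in 10 of them. With FFA over all 12 arrays, quantile normalization applied again moved its median from 0.048 to 0.023.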

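Genes of fatty acid oxidation were higher as a group in TSEC given FFA, less so in FFA replicate 2. Of 26 genes of fatty acid beta-oxidation, 23 were higher and 3 lower than in Media, with a median log2 fold change of 0.19 (adjusted p = 2.5e-06 from camera, adjusted p = 0.48 with an estimated correlation). Cpt1a and Cpt2, the outer and inner carnitine palmitoyltransferases of mitochondrial fatty acid import, had log2 fold changes of 0.51 (standard error 0.25, n = 3 arrays per group) and 0.39 (standard error 0.13). Pex11a, a protein of peroxisome division, had 0.63 (standard error 0.37), and Mlycd, the malonyl-CoA decarboxylase, 0.26 (standard error 0.11). In FFA replicate 2 Cpt1a was 10.88, Pex11a 6.48 and Cpt2 8.93, against 10.86, 6.31 and 8.79 in Media replicate 2. Cpt1a was 11.6 and 11.84, and Pex11a 7.78 and 7.61, in FFA replicates 1 and 3. Without FFA replicate 2 Cpt1a had 0.79 and Pex11a 1.04, whereas Cpt1a had 0.31 without FFA replicate 3 and Pex11a 0.38 without FFA replicate 1. Of 18 genes of lipid droplets and triglyceride turnover, 13 were higher, and the list rose by a median of 0.097 (adjusted p = 0.030, adjusted p = 0.51 with an estimated correlation). Of 14 genes of fatty acid uptake and activation, 9 were higher, with a median of 0.081 (adjusted p = 0.051). Of the 9 genes of Fig. 1B, 7 were higher and 2 were lower. Lsr, a lipoprotein receptor, had -0.13 (standard error 0.40), and had 0.15 without Media replicate 3, 0.22 without FFA replicate 1, -0.38 without Media replicate 2 and -0.47 without FFA replicate 3. By limma, 2 of the 9 genes, 1 higher and 1 lower, had an unadjusted p under 0.05, and 1 with the replicate block. In the unmoderated 12-array test, chosen after seeing the values, 6 of the 9 genes reached it. The others, Lsr, Suclg2 and Fabp5, have several transcripts and were scored on the transcript of highest mean. The study chose the 9 genes on these arrays, so they are not independent evidence. When adjusted over the list alone, 0 genes passed in each of the 3 fixed lists, where 1 gene each had an unadjusted p under 0.05. The beta-oxidation list remained past an adjusted p of 0.05 without each of the 6 arrays, with a median of 0.089 without FFA replicate 3 and 0.29 without FFA replicate 2. The adjusted p of the lipid droplet list was 0.059, 0.16 and 0.11 without Media replicates 1, 2 and 3, and 0.45 and 0.30 without FFA replicates 1 and 3, and its median was -0.011, 0.20 and 0.060 without FFA replicates 1, 2 and 3. The uptake list had an adjusted p of 0.035, 0.42 and 0.11 without Media replicates 1, 2 and 3, with medians of 0.058, 0.025 and 0.16, and 0.00011 without FFA replicate 2 (median 0.17).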

Similar pathways were also found to be activated using Ingenuity pathway analysis with many of the upregulated genes being important in lipid metabolism (Fig 1B). 

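Target genes of the PPAR nuclear receptors rose as a group. Of 31 measured genes, 26 were higher and 5 lower in FFA than in Media, with a median log2 fold change of 0.23 (adjusted p = 5.2e-08 from camera, adjusted p = 0.46 with an estimated correlation). Fabp4, a fatty acid binding protein, had a log2 value of 8.78 ± 1.47 in FFA and 6.70 ± 0.83 in Media (SD, n = 3 arrays), a log2 fold change of 2.08 (standard error 0.75). Angptl4, an inhibitor of lipoprotein lipase, had 1.32 (standard error 0.62), the fatty acid transporter Cd36 1.49 (standard error 0.74), the acyl-CoA thioesterase Acot1 0.89 (standard error 0.51) and Retsat 0.32 (standard error 0.14). The array labelled FFA replicate 2 was close to its Media counterpart. Its Angptl4 value was 8.23, against 10.34 and 10.64 in FFA replicates 1 and 3 and 8.08 to 8.91 in Media, and its Fabp4 value was 7.09, against 9.46 and 9.79 in the other FFA arrays. The median difference between FFA and Media over the 33 genes measured in any of the 12 arrays was 0.33 in replicate 1, 0.0018 in replicate 2 and 0.39 in replicate 3. Of the 10 genes of Fig. 1C, 8 were measured and all 8 were higher. By limma, 1 of them, Cpt2, had an unadjusted p under 0.05, and 2 with the replicate block. In the unmoderated 12-array test, which was chosen after seeing the values, 6 of the 8 reached it. The study chose these genes on the same arrays, so their direction is not independent evidence. In the list of PPAR target genes 3 genes had an unadjusted p under 0.05, or 9 with the replicate block, and 0 passed when adjusted over the list alone. The list shares 18 genes with that of fatty acid beta-oxidation. Its median was 0.44 without FFA replicate 2 and 0.14 without FFA replicate 3, and it remained past an adjusted p of 0.05 without each of the 6 arrays. Angptl4 had 2.07, Cd36 2.37 and Acot1 1.52 without FFA replicate 2, and 0.87, 0.72 and 0.56 without FFA replicate 3.

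**Figure D1:**
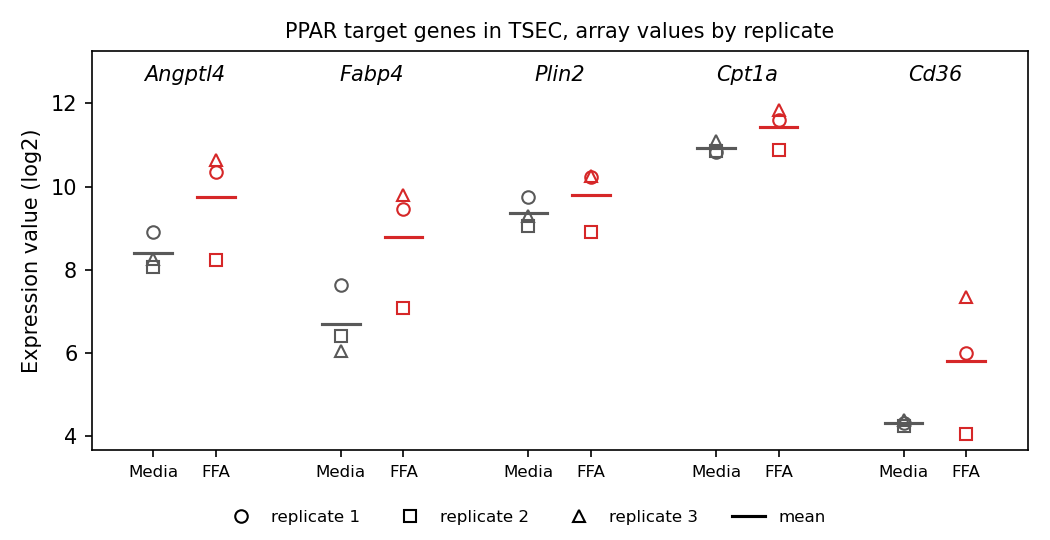
Log2 expression values (vertical axis) of 5 PPAR target genes in the 3 Media arrays (grey) and the 3 FFA arrays (red) of TSEC, with symbols for the replicate number and a line at each mean. FFA replicates 1 and 3 lie above all Media arrays in each gene, and FFA replicate 2 lies within or below the range of the Media arrays, as for Angptl4 at 8.23.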

Genes downstream of the fatty acid nuclear receptor PPAR**α** were also significantly increased, suggesting activation of PPAR**α** (evidence for activation > 2 Std. dev. from random noise) (Fig 1C). Overall, this data suggests that the LSEC line demonstrates active lipid metabolism pathways.

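The genes that make lipids were lower in FFA than in Media. All 19 measured genes of cholesterol synthesis and uptake were lower, and the list fell by a median log2 fold change of -0.41 (adjusted p = 1.5e-06 from camera, adjusted p = 0.51 with an estimated correlation). Mvd and Pmvk, enzymes of the mevalonate pathway, had log2 fold changes of -0.56 and -0.46 (standard errors 0.29 and 0.24, n = 3 arrays per group), or -0.31 and -0.22 without Media replicate 3, and Pmvk had -0.69 without Media replicate 2. The median difference between FFA and Media of the list was -0.65 in replicate 1, 0.12 in replicate 2 and -0.70 in replicate 3. Of 15 genes of fatty acid synthesis and desaturation, 13 were lower and 2 higher, and the list fell by a median of -0.25 (adjusted p = 2.5e-06, adjusted p = 0.46 with an estimated correlation). Of 9 target genes of LXR, the sterol-sensing receptor, 7 were lower, with a median of -0.052 and a mean of -0.16 (adjusted p = 0.0051, adjusted p = 0.46 with an estimated correlation). In limma's test 0, 1 and 1 genes of these lists had an unadjusted p under 0.05, and 0 passed in any of them when adjusted over the list alone. Without Media replicate 3 the cholesterol list had a median of -0.031 (adjusted p = 0.40), the fatty acid synthesis list -0.13 (adjusted p = 0.11) and the LXR list -0.12 (adjusted p = 0.070), and without FFA replicate 3 the LXR list had -0.10 (adjusted p = 0.053). The cholesterol list had -0.74 without Media replicate 2, -0.25 without FFA replicate 1 and -0.62 without FFA replicate 3, and the LXR list -0.11 without Media replicate 1, -0.19 without Media replicate 2 and -0.15 without FFA replicate 1. From the enriched pathways of Fig. 2, the upregulated genes of lipid metabolism and the genes downstream of PPARα, the paper proposes that lipid metabolism pathways are active in the LSEC line.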

**Fig 1:**
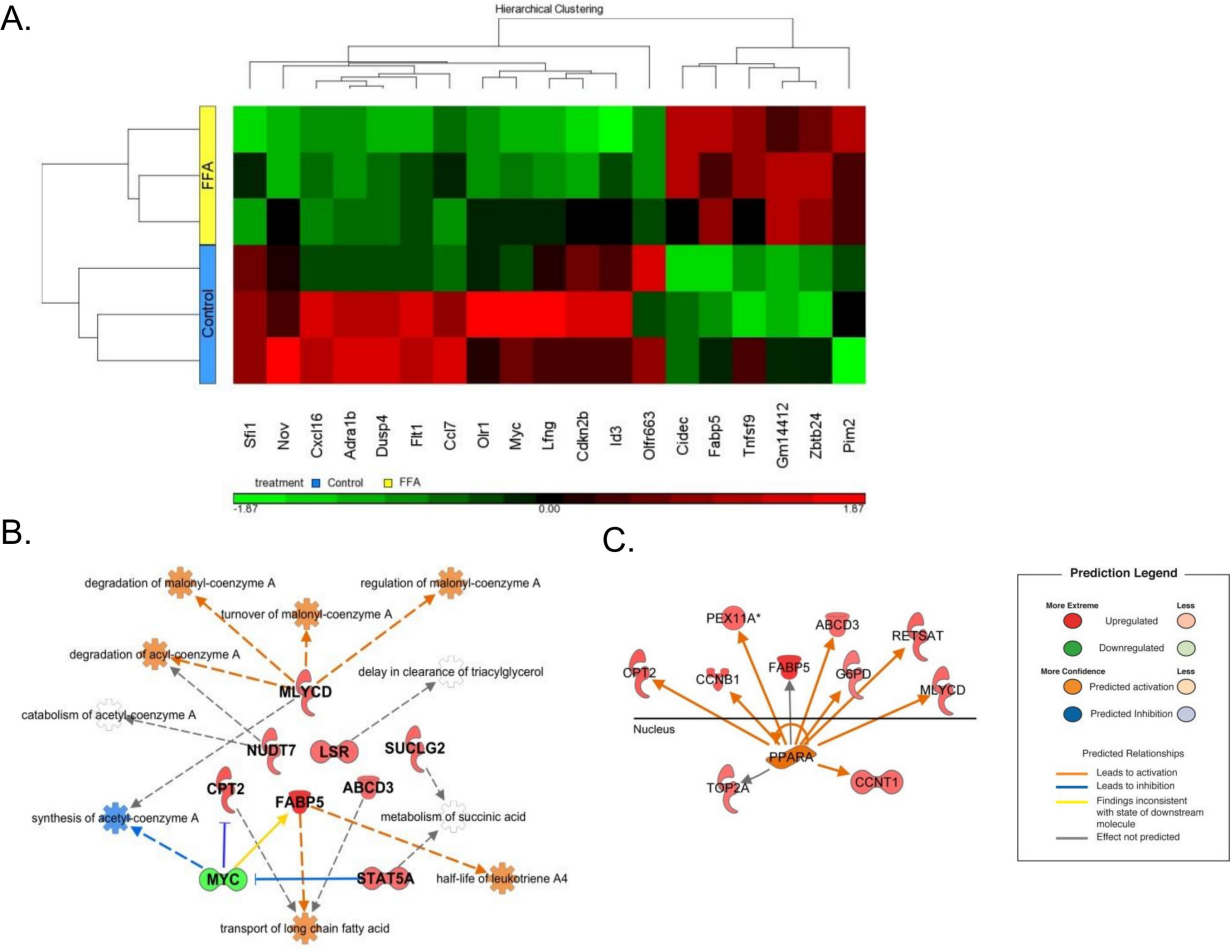
Gene expression analysis of TSEC treated with FFA. TSECs were treated with 0.33mM OA and 0.33mM PA for 16 hours. RNA was isolated from cells and microarray analysis of triplicate wells was performed using IPA (Qiagen). (A) Heat map of the top 20 up-regulated and down-regulated genes in the FFA treated LSEC compared to untreated cells. Individual samples are given on the rows, while genes are listed by column. Gene expression is normalized to the mean and color-scaled by standard deviations above (red) and below (green) the average expression in all six independent samples. (B) Upregulation of genes involved in lipid metabolism genes (red) and the predicted activated pathways (orange) in TSEC treated with FFA. (C) Predicted activation of PPAR**α** based on Ingenuity upstream regulator analysis. Upregulated genes downstream of PPAR**α** are shown (red).

**Fig 2:**
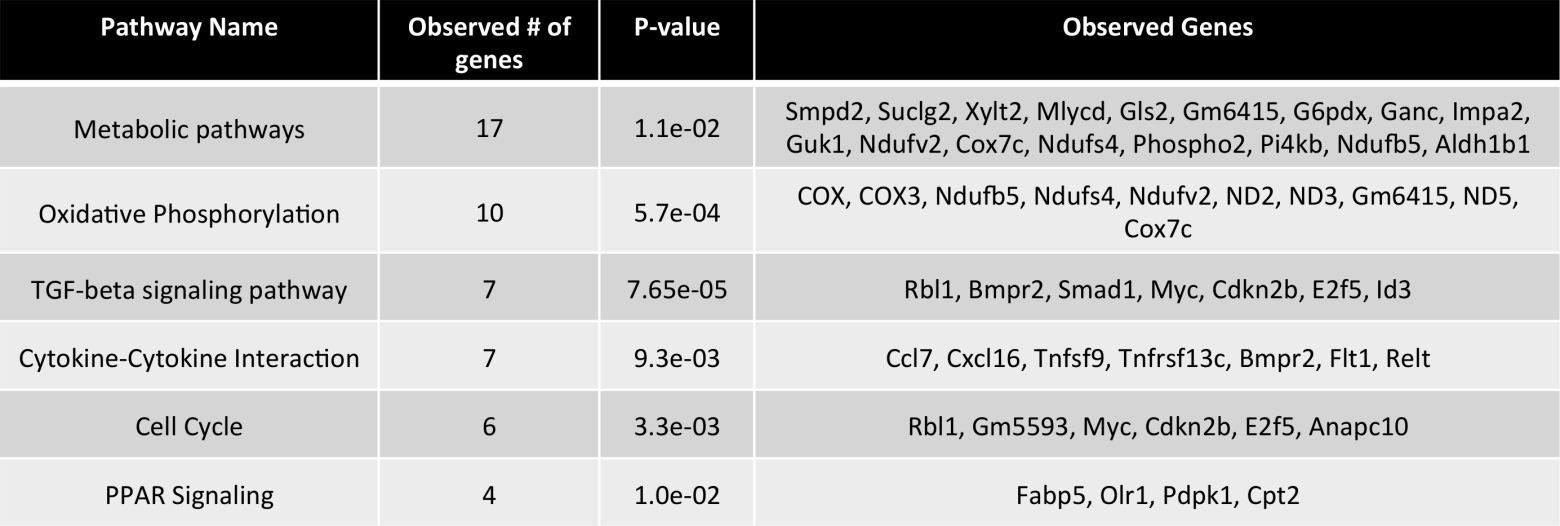
KEGG pathways in FFA treated TSEC. Relevant enriched pathways and the involved genes were determined by analysis of all genes with a p value <0.05 and a fold-change > 1.25 within the KEGG pathway database.

### FFA Inhibit Chemokine Production from Murine and Human LSEC Cell Lines

In addition activation of metabolic pathways, genes involved cytokine-cytokine interaction pathways were also found to be enhanced (Fig 2). 

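Genes of inflammatory signaling were lower in FFA than in Media as groups. Of 30 interferon-stimulated genes, 29 were lower, and the list fell by a median log2 fold change of -0.48 (adjusted p = 2.5e-09 from camera, adjusted p = 0.48 with an estimated correlation). Among them Usp18, which removes ISG15 from proteins, had a log2 fold change of -0.95 (standard error 0.44, n = 3 arrays per group), the GTPase gene Gbp3 -0.58 (standard error 0.31) and Isg20 -0.38 (standard error 0.18). Without Media replicate 3 Gbp3 had -0.24 and Isg20 -0.23, and Gbp3 had -0.88 without Media replicate 2. The median difference of this list was -0.14, 0.053 and -1.40 in replicates 1, 2 and 3. All 18 target genes of NF-κB and cytokine genes were lower, by a median of -0.22 (adjusted p = 1.6e-06, adjusted p = 0.46 with an estimated correlation), and 17 of 18 genes of the TGF-β and BMP response, by a median of -0.27 (adjusted p = 2.5e-06, adjusted p = 0.46 with an estimated correlation). Of 10 leukocyte adhesion molecules, 9 were lower by a median of -0.18 (adjusted p = 0.10, adjusted p = 0.0025 with the replicate block). With the block and an estimated correlation 0 lists passed. Of the 7 genes that Fig. 2 places in cytokine interaction, 3 were higher and 4 lower, among them the VEGF receptor gene Flt1 with -0.51 (standard error 0.20) and Tnfrsf13c, the BAFF receptor, with -0.40 (standard error 0.11). By limma, 4 of the 7 had an unadjusted p under 0.05, 1 higher and 3 lower. Of its 7 genes of TGF-β signaling, 3 were higher and 4 lower, and 3 of the latter had an unadjusted p under 0.05, or 1 with the replicate block. In the unmoderated 12-array test, chosen after seeing the values, all 7 genes of each set reached it. The study chose both sets on these arrays, so they are not independent evidence. When adjusted over the list alone, 0 genes passed in the 4 fixed lists, in which 0, 1, 2 and 0 genes had an unadjusted p under 0.05, in the order given. With the replicate block, 1 leukocyte adhesion molecule passed when adjusted over the list alone. Without Media replicate 3 the median of the interferon list was -0.11 (adjusted p = 0.13), that of the NF-κB list -0.12 (adjusted p = 0.062) and that of the TGF-β list -0.14 (adjusted p = 0.11), and without Media replicate 2 those of the interferon and NF-κB lists were -0.85 and -0.33. The adhesion list had -0.0082 without Media replicate 1 (adjusted p = 0.97), -0.29 without Media replicate 2 (adjusted p = 0.0019), -0.20 without FFA replicate 1 (adjusted p = 0.013) and -0.093 without FFA replicate 2 (adjusted p = 0.80).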

Interestingly, two of the top downregulated genes following FFA treatment were chemokines (CCL7 and CXCL16; Fig 1A). 

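Ccl7, measured by transcript cluster 17254047, had a log2 value of 5.71 ± 0.32 in FFA and 6.87 ± 1.12 in Media (SD, n = 3 arrays), a log2 fold change of -1.16 (standard error 0.52). This was the 4th lowest value among the 13722 named transcripts. It did not reach an unadjusted p under 0.05, and did with the replicate block. Cxcl16, measured by transcript cluster 17265268, had 6.31 ± 0.041 in FFA and 7.05 ± 0.48 in Media (SD, n = 3 arrays), a log2 fold change of -0.74 (standard error 0.23), and every FFA array lay below every Media array. Ccl7 was 5.63 in Media replicate 2, and 7.79 and 7.21 in Media replicates 1 and 3. Against the same Media arrays, INT-767 alone gave -1.07 for Ccl7 and -0.67 for Cxcl16. In FFA+INT-767 against INT-767 these genes had -0.16 and -0.19 (standard errors 0.15 and 0.26). That the Media arrays stand apart from the other groups was not tested for these genes and stays open. Of 19 chemokine genes, 13 were lower and 6 higher in FFA, and the list fell by a median of -0.42 (adjusted p = 0.0030 from camera, adjusted p = 0.46 with an estimated correlation). The median difference of the list was -0.20, -0.028 and -0.28 in replicates 1, 2 and 3. Markers of stellate cells and fibroblasts moved the same way. All 11 were lower, by a median of -0.34 (adjusted p = 0.025, adjusted p = 0.59 with an estimated correlation), and in Media replicate 1 their median lay 2.07 above their means over the 12 arrays. By limma, Cxcl16 was 1 of 69 named transcripts that were lower at an unadjusted p under 0.05, and neither gene had an adjusted p under 0.05. When adjusted over the list alone, 0 genes passed among the chemokines, of which 1 had an unadjusted p under 0.05. The chemokine list had a median of -0.12 without Media replicate 3 (adjusted p = 0.11), -0.072 without Media replicate 1, -0.24 without FFA replicate 2 and -0.67 without Media replicate 2, and Ccl7 had -0.70 without Media replicate 1 and -1.79 without Media replicate 2. The stellate and fibroblast markers had a median of 0.39 without Media replicate 1 (adjusted p = 0.076), -0.17 without FFA replicate 2 (adjusted p = 0.32) and -0.10 without FFA replicate 3 (adjusted p = 0.33), and -0.82, -0.53 and -0.84 without Media replicates 2 and 3 and FFA replicate 1. The value without Media replicate 1 keeps FFA replicate 1, whose median lay 0.87 above their means over the 12 arrays. Within replicates 1, 2 and 3 the median difference between FFA and Media was -0.61, -0.089 and -0.14.

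**Figure D2:**
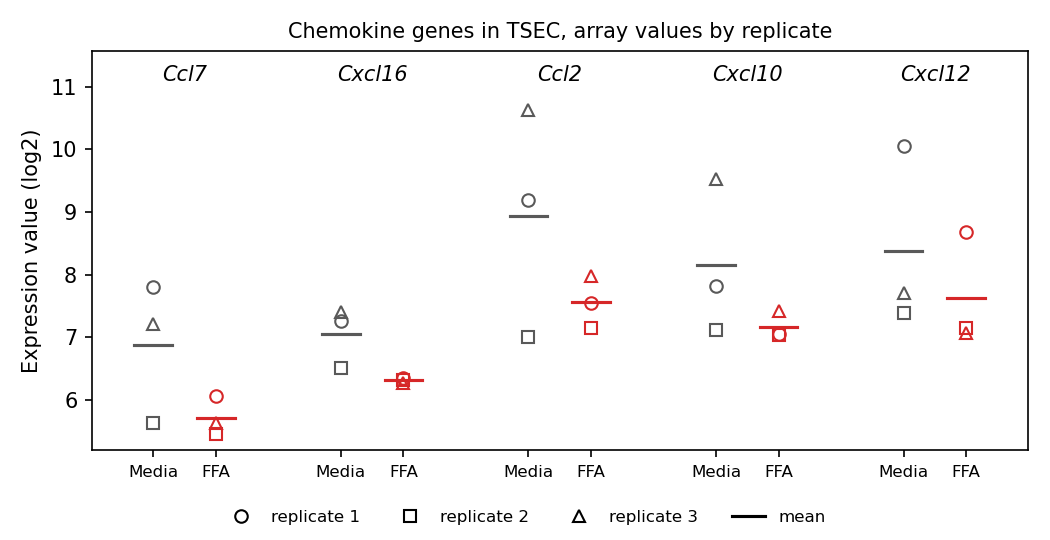
Log2 expression values (vertical axis) of 5 chemokine genes in the 3 Media arrays (grey) and the 3 FFA arrays (red) of TSEC, with symbols for the replicate number and a line at each mean. Media replicate 2 lies close to the FFA arrays in Ccl7 at 5.63, and all Cxcl16 values in FFA lie below those in Media.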

CCL7 has been shown to be important for the recruitment of Ly6C^high^ pro-inflammatory monocytes to inflamed tissues [21], whereas CXCL16 is a chemoattractant for NKT cells [22]. Based on the observed downregulation of CCL7 and CXCL16 by TSEC following treatment with FFA, we decided to evaluate the transcriptional expression of a panel of chemokines following treatment to determine if other chemokines were similarly downregulated. TSECs were treated with PA and OA for 16 hours and chemokine gene expression was analyzed (Fig 3A). In agreement with the microarray data, we observed FFA-mediated transcriptional inhibition of both CCL7 and CXCL16. We also observed a similar downregulation of other chemokines involved in monocyte and macrophage recruitment in response to treatment including CCL2, CXCL10 and CXCL12. A decrease in chemokine gene expression was not observed in the mouse hepatocyte cell line AML12 when treated with FFA (Fig 3B), indicating this response may be specific to LSECs. Individually, both PA and OA had mild inhibitory effects on CCL2 production but the effect was most pronounced when cells were treated with both PA and OA together (Fig 3C).

**Fig 3:**
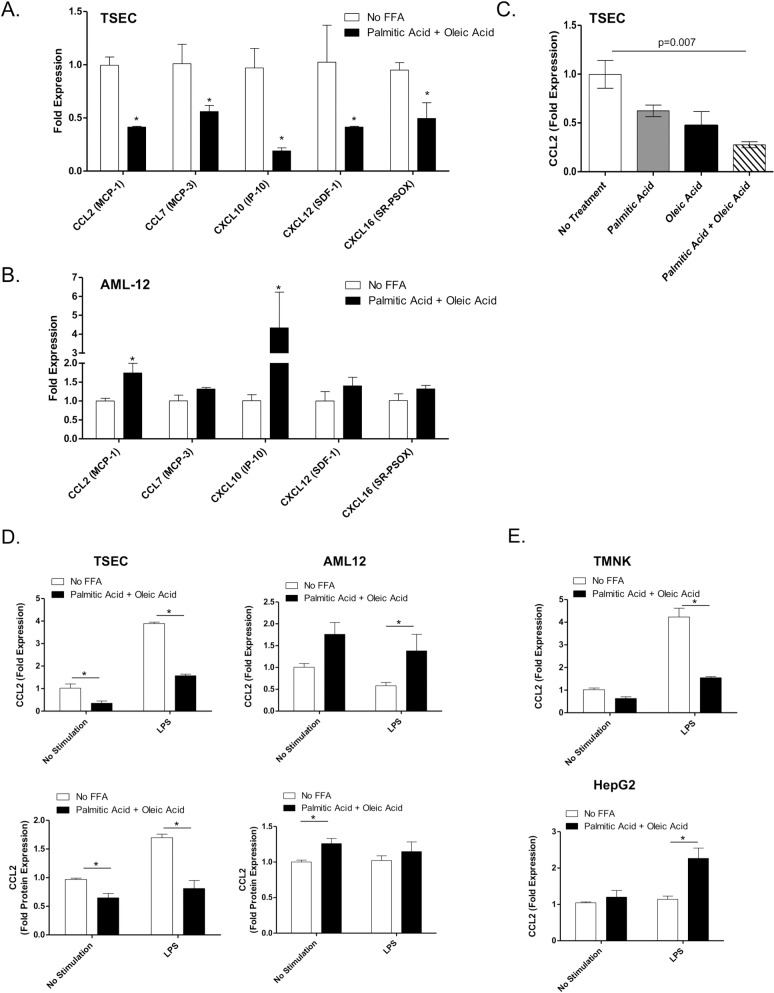
Downregulation of chemokines by LSEC in response to treatment with FFA. TSEC (A) and AML12 (B) were cultured with 0.33mM OA and/or 0.33mM PA for 16 hours. RNA was isolated from cells and levels of the indicated chemokine were determined by quantitative RT PCR. (C) TSEC were treated with 0.33mM of the indicated FFA for 16 hours and CCL2 expression was determined by quantitative RT PCR. (D) TSEC and AML12 were treated with 0.33mM OA and 0.33mM PA for 16 hours followed by 6 hour stimulation with 100ng/ml LPS. CCL2 gene expression (top) and protein production (bottom) were measured. (E) The human LSEC (TMNK) and hepatocyte (HepG2) cell lines were stimulated with FFA and LPS as in (D) and CCL2 gene expression was measured by quantitative PCR. Plots represent the mean +/- SE of three experiments. *p<0.05.

As the pathogenesis of NAFLD has been clearly linked with the recruitment of pro-inflammatory monocytes to the liver, we focused on CCL2 whose genetic absence has been shown to abrogate NAFLD [23]. FFA not only downregulated CCL2 in resting TSEC but significantly inhibited LPS-induced CCL2 gene expression and protein production in both murine (TSEC) and human (TMNK) LSEC lines (Fig 3D and 3E). This was in contrast to murine (AML12) and human (HepG2) hepatocyte cell lines which were sensitized to LPS-induced CCL2 production by FFA (Fig 3D and 3E).

### FFA Alter TSEC Chemokine Expression through a MAPK Dependent Pathway

FFA can act as ligands for and activate a number of cell surface and nuclear receptors. We therefore evaluated the effects of inhibition of GPR40, PPAR**α**, PPAR**γ** or PPAR**δ** pathways with small molecule inhibitors on the effects of FFA. We did not see any effect of inhibition of these receptors on chemokine regulation by treatment with FFA (data not shown). However, when MAPK signaling was inhibited using the MEK1/2 inhibitor PD-0325901 the FAA-induced chemokine downregulation was reduced in a dose dependent manner (S2 Fig).

### FFA Inhibit TSEC-Mediated Monocyte Migration

Since CCL2 has been shown to be involved in the recruitment of monocytes to the liver we evaluated the effects of FFA treatment on the recruitment of monocytes by TSEC using an *in vitro* migration assay. Following treatment of the LSEC cell line with FFA we saw a decrease in the chemotactic response of CD11b^+^Ly6G^-^ monocytes to both resting and LPS stimulated TSEC (Fig 4A). In agreement with the CCL2 expression data in Fig 3, FFA did not inhibit hepatocyte-induced monocyte recruitment but enhanced LPS-induced migration of monocytes (Fig 4B). Analysis of the phenotype of the monocytes demonstrated lower expression of Ly6C on the migrated cells (Fig 4C and 4D) suggesting that the FFA inhibit the recruitment of Ly6C^high^ cells. Ly6C^high^ monocytes are associated with a pro-inflammatory phenotype in both obesity and NALFD [24]. These results demonstrate that the TSEC recruit monocytes in response to LPS stimulation and that high FFA levels may inhibit the recruitment of pro-inflammatory monocytes by these cells.

**Fig 4:**
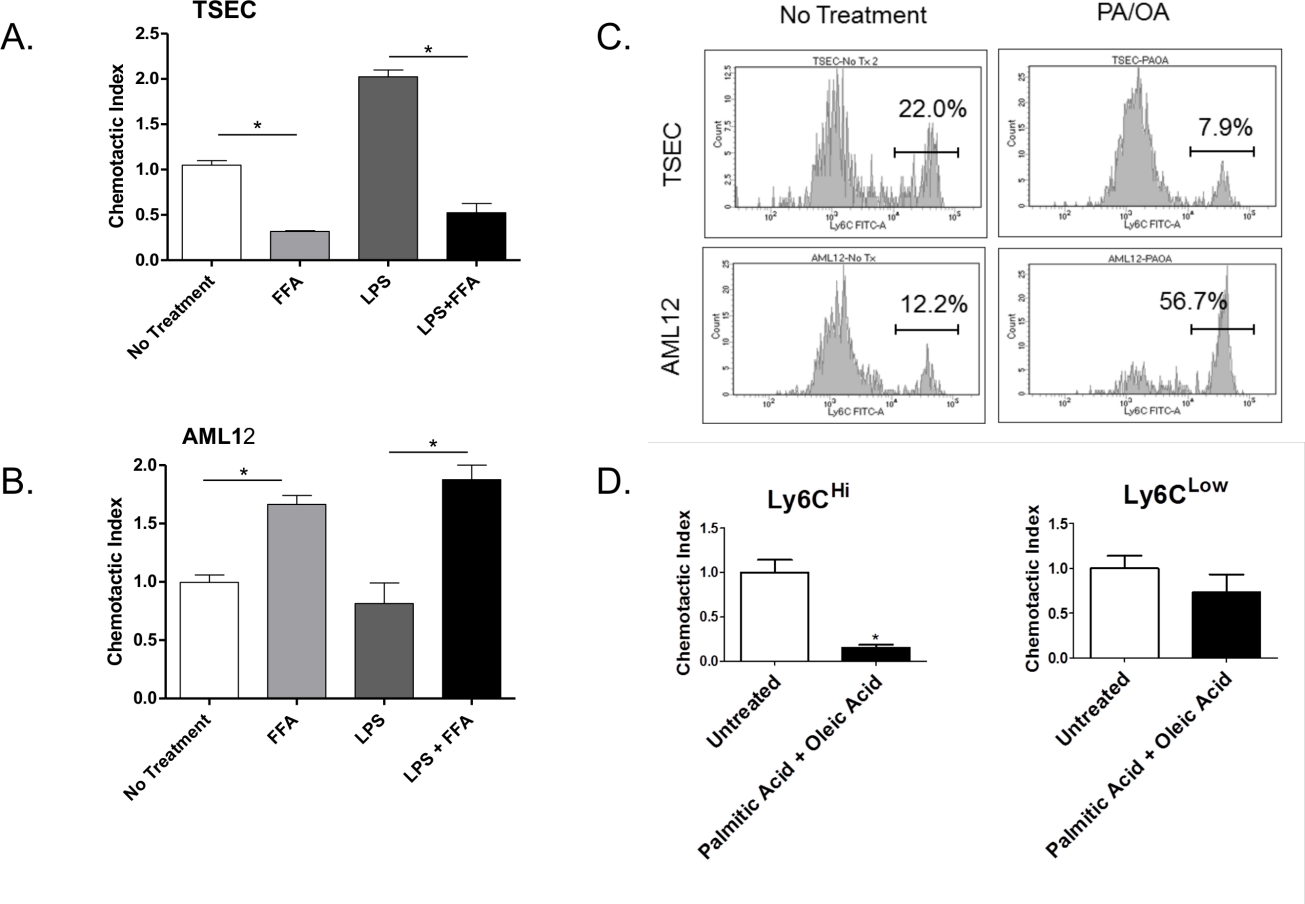
FFA inhibits the migration of monocytes in vitro. Murine monocytes were isolated from the bone marrow of C56Bl6/J mice and co-cultured for 2 hours in transwell plates with TSEC (A) or AML12 (B) either resting or pre-treated with FFA and LPS for 18 hours. Cells were stained with the monocyte/macrophage markers CD11b, F/480 and Ly6C and the chemotactic index was calculated (#migrated cells in treatment wells/# migrated cell in the control well). (C) Representative histograms showing Ly6C expression on migrated cells. (D) The chemotactic index of Ly6C high and Ly6C low cells towards resting or FFA-treated TSEC. Plots represent the mean +/- SE of three experiments. *p<0.05.

### Expression of Chemokines in LSEC Isolated from Lean and Obese Mice

We have shown that FFA can alter chemokine expression in the LSEC cell lines. The murine TSEC line has been shown retain an endothelial cell genetic signature in addition to displaying a number of LSEC-specific functions including VEGF and FGF induced migration, AcLDL uptake and secretion of matrix remodeling proteins [15]. However, as with all cell lines, there is the possibility of functional and phenotypical divergence from primary cells as a result of passage in culture, therefore, we next evaluated the effects of FFA on primary LSECs.

Primary LSEC (defined as CD45^-^CD146^+^) were isolated from the livers of chow-fed C67Bl/6 mice by magnetic bead separation. These cells were greater than 98% positive for both CD146 and Stabilin-2, markers of LSEC in mice [11,17](Fig 5A). To further determine the purity of primary LSECs we performed an acetylated LDL (AcLDL) uptake assay [17]. Following incubation with DiL-conjugated AcLDL for 4 hours the isolated LSEC maintained the ability to endocytose the labeled AcLDL as measured by flow cytometry (Fig 5A). Finally, the presence of fenestrations, a hallmark of LSEC phenotype, was verified using scanning electron microscopy (Fig 5B). Primary LSECs isolated from mice constitutively produced CCL2 protein in culture and, as seen with the TSEC line, addition of FFA directly inhibited its production (Fig 5C). In primary cells this downregulation appears to result primarily from OA since PA did not significantly downregulate CCL2.

**Fig 5:**
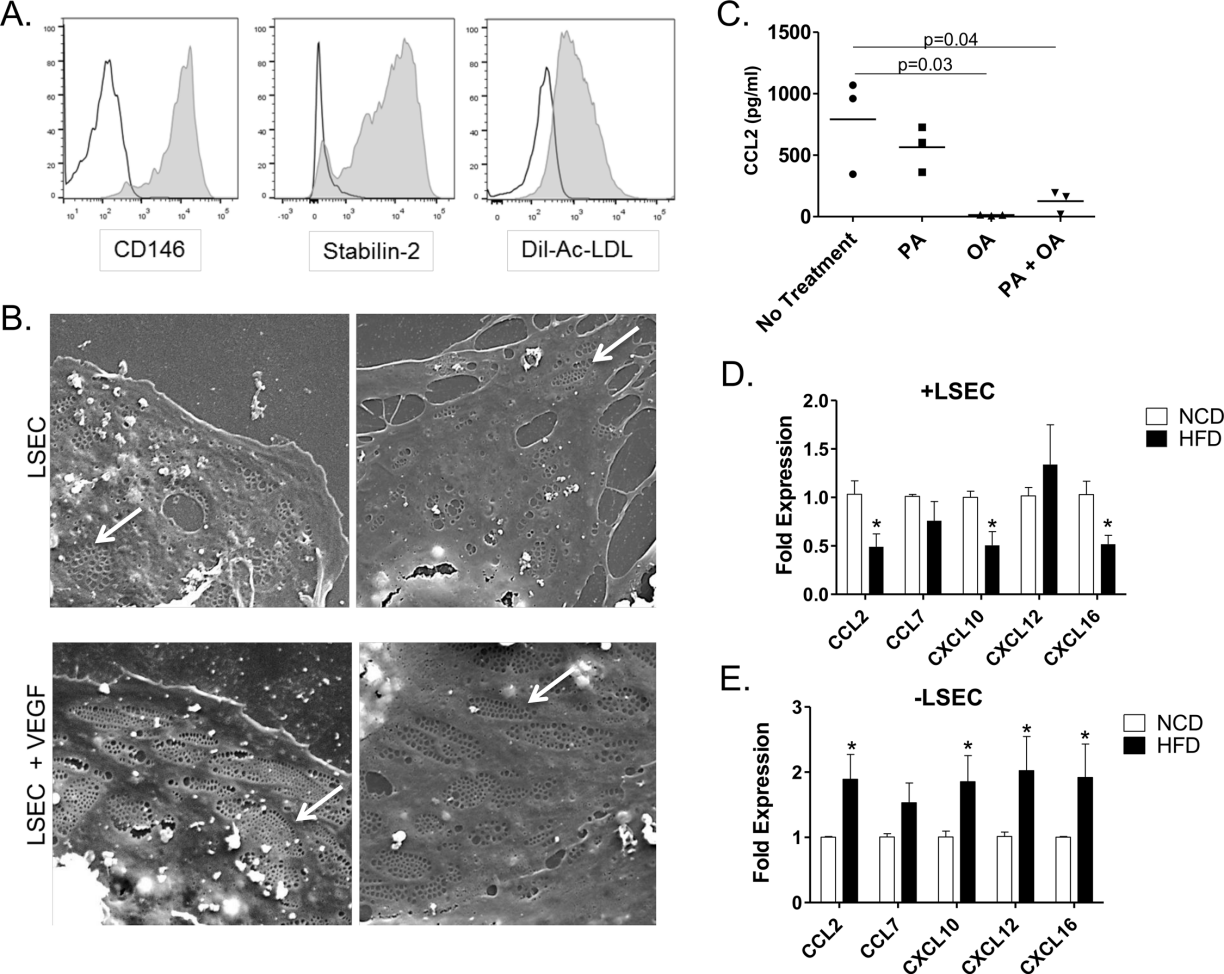
Phenotype of LSEC from normal and DIO mice. A) Primary LSEC (CD45^-^CD146^+^) isolated from normal C57Bl6 lean mice were analyzed for CD146 and CD31 expression and uptake of DiI-labeled Ac-LDL by flow cytometry. (B) Primary LSEC isolated from C57Bl6 lean mice were cultured with the indicated FFA for 24hours. CCL2 levels in the supernatant were measured by ELISA. Graphs represent the mean +/- SE from 3 mice. Primary LSEC (CD45^-^CD146^+^) (C) and LSEC depleted non-parenchymal cells (CD45^+^CD146^-^) (D) were isolated from mice fed a low fat diet (NCD) and obese mice fed a high fat diet (HFD) for 12 weeks and gene expression for chemokines was evaluated by quantitative qPCR. Graphs represent the mean +/- SE from 5–7 mice. *p<0.05.

Finally, we determined whether LSEC displayed an altered phenotype in the context of in vivo NAFLD where increased FFA are likely encountered by these cells in the steatotic liver. We isolated LSEC from obese DIO mice fed a normal control low-fat diet (NCD) or a high fat diet (HFD) for 12 weeks. Gene expression analysis of LSEC isolated from obese mice show a significantly lower expression of CCL2, CXCL10 and CXCL16 in CD45^-^CD146^+^ LSEC when compared to those from mice fed a NCD (Fig 5D). The downregulation of these chemokines is in agreement with the in vitro FFA treatment data. CCL7 and CXCL12 were not decreased in LSEC from a steatotic liver suggesting some differences between the cell line and in vivo LSEC environment. However, non-parenchymal cells (CD45^+^CD146^-^) from steatotic livers demonstrated expressed significantly more CCL2, CXCL10, CXCL12 and CXCL16 than those from a normal liver (Fig 5E). Thus, the ex vivo data indicates that a high-fat diet induces different alterations in the transcriptional expression of pro-inflammatory chemokines within the population of LSEC compared to other hepatic non-parenchymal cells.

## Discussion

LSEC have been shown to have both pro- and anti-inflammatory functions in the liver [13,25]. While some endothelial cell dysfunction has been demonstrated in animal models of NAFLD [26,27] the contribution of LSEC in the inflammatory response in NAFLD has not been fully elucidated. NAFLD is characterized by increased hepatic accumulation of lipids, likely resulting from multiple factors including lipolysis from adipocytes or increased intake of dietary fat followed by enhanced FFA production, as well as de novo lipogenesis and impaired lipid disposal [3,28]. Increased exposure of hepatocytes and macrophages to FFA can lead to lipotoxicity, increased pro-inflammatory cytokine production and liver injury [20,29]. Therefore, in the current study, we investigated the effects of increased FFA on another predominant hepatic cell type, LSEC, which are important for transport of lipids and lipoproteins across the sinusoids. Here, we show that culture of LSECs with free fatty acids leads to an upregulation of lipid metabolism pathways and a down-regulation of pro-inflammatory chemokines. To our knowledge, this is the first study demonstrating that LSECs exposed to FFA develop an anti-inflammatory profile, including decreased chemokine gene and protein expression and reduced recruitment of immune cells.

Chemokine expression on and by endothelial cells is important for immune cell recruitment, adhesion and transmigration through the endothelium [30,31]. In the current study, we found a significant FFA-induced downregulation of a number of chemokines including the CC chemokines CCL2 (MCP-1) and CCL7 (MCP-3) and the CXC chemokines CXCL10 (IP-10), CXCL12 (SDF-1) and CXCL16 (SR-PSOX). CCL2 has been shown to be particularly relevant to NAFLD where it’s involved in recruitment of inflammatory cells expressing its receptor CCR2. CCR2 is expressed primarily on monocytes and macrophages but can also be found of subsets of lymphocytes and NK cells [32,33]. In addition, CCL2 has also been shown to be increased in livers of mice with high-fat diet induced steatosis [34]. While we initially hypothesized that FFA would enhance the pro-inflammatory response of LSEC we instead saw a consistent decrease suggesting that cells LSEC are not responsible for the increased recruitment of these cells in the context of high FFA levels in the liver. Interestingly, we observed differing effects of FFA on chemokine expression in hepatocytes when compared to LSEC. While FFAs appear to inhibit LSEC-produced chemokines, they have no effect or sensitize hepatocytes to LPS-induced chemokine production suggesting that *in vivo* LSECs help to compensate for the inflammation induced by increased FFA in the liver. This would be in agreement with studies demonstrating an anti-inflammatory role for LSEC in alcoholic liver disease [25]. Similarly, LSEC have been shown to inhibit stellate cell activation [35], thus attenuating fibrosis development.

The murine TSEC cell line used in these experiments has been shown to retain a number of LSEC- specific functions including endocytosis of AcLDL, vascular tube formation on Matrigel and migration in response to angiogenic growth factors [15]. However, these cells have a limited number of fenestrae organized in sieve plates and display an “activated” angiogenic phenotype suggesting they may not represent a “resting” phenotype. Therefore, we investigated chemokine expression in primary LSEC (CD45^-^CD146^+^) isolated from normal non-obese mice and mice fed a high fat diet. We found that FFAs were also able to inhibit CCL2 production from primary LSEC, verifying that the effect was not specific to the cell line. LSEC from steatotic livers also displayed significantly lower expression of CCL2, CXCL10 and CXCL16 in agreement with the in vitro cell line data. CCL2, CXCL10 and CXCL16 have all been shown to be expressed in LSEC and can recruit monocytes, T cells, NK cells and NKT cells in acute liver injury [33,36]. CCL7 and CXCL12 were neither significantly upregulated nor downregulated in LSEC from steatotic livers which was different from what was observed in the cell lines and likely reflects the complexity of the factors altering LSEC phenotype in the in vivo environment. Overall in the steatotic liver LSEC appear to response to increased FFA in a manner different from other hepatic cells since hepatic lymphocytes and monocytes (i.e., CD45^+^CD146^-^) isolated from steatotic livers had higher expression of a number of pro-inflammatory chemokines.

FFA can act as ligands for and activate a number of cell surface and nuclear receptors. The function of oleic acid has been shown to be at least in part due to GPR40 activation in certain cell lines [37]. In addition, FFA can act as ligands for peroxisome proliferator-activated receptors which have been shown to have anti-inflammatory effects via NFkB inhibition [38,39]. It is plausible that activation of one of these pathways could be responsible for the observed effects of FFA on chemokine expression seen here. However, in our studies, we did not see any effect of inhibition of GPR40, PPAR**α**, PPAR**γ** or PPAR**δ** pathways with small molecule inhibitors on chemokine regulation by treatment with FFA (data not shown). We were able to demonstrate that the anti-inflammatory effects of FFA in LSEC are dependent on MAPK signaling since inhibition of MEK reversed the effect. Interestingly lipid-induced MAPK signaling has been shown to be important for cell survival in LSEC [40]. The possibility remains that there are other free fatty acid-binding surface or nuclear receptors that respond to FFA and inhibit chemokine production, and future studies will be performed to further clarify the mechanism.

Taken together, our data points to the liver’s remarkably diverse inflammatory responses to stimuli, in this case FFA. Since NASH is characterized by increased infiltration of pro-inflammatory cells, in the context of increased hepatic uptake of FFA, LSECs may provide a compensatory mechanism whereby they downregulate chemokines and help prevent disease progression. Further studies aimed at understanding how LSECs might protect against liver injury in NALFD are warranted.

## Supporting Information

S1 Fig Free fatty acids do not induce apoptosis of the TSEC line.

S2 Fig Downregulation of chemokines by FFAs is dependent on MAPK signaling.

# Supplementary material for: Free Fatty Acids Differentially Downregulate Chemokines in Liver Sinusoidal Endothelial Cells: Insights into Non-Alcoholic Fatty Liver Disease
**Source:** PLoS One. 2016 Jul 25;11(7):e0159217. doi: 10.1371/journal.pone.0159217
**Supplement:** S2 Fig

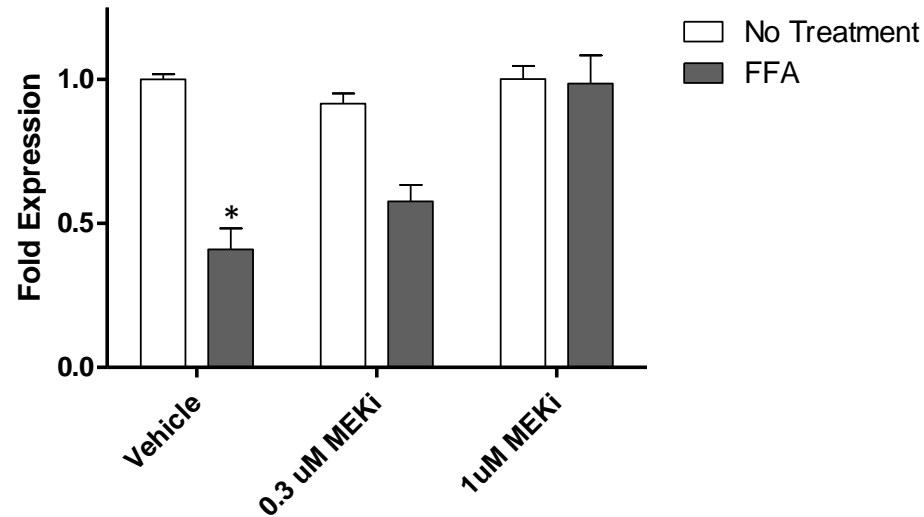

S2 Fig. Downregulation of chemokines by FFAs is dependent on MAPK signaling.

TSEC were treated with the indicated concentration of the MEK1/2 inhibitor (MEKi) for 1 hour. Cultures were then incubated with FFA for 18 hours and CCL2 gene expression was measured by quantitative PCR. Plots represent the mean $\pm$ SE of triplicate experiments. * $p < 0.05$

How the deposited data were processed for this re-analysis (not part of the article)

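Gene expression was measured in TSEC cells on 12 Mouse Gene 2.0 ST arrays, 3 each for Media, FFA, INT-767 and FFA+INT-767. The authors made the log2 expression values, as deposited, in Partek 6.6 from the array intensities, with normalization between arrays by GC-RMA in the methods and RMA in the submitters' processing notes. The arrays had medians of 5.76 to 5.87 and 21150 to 22137 transcripts over 4.5. The lowest maximum of a transcript over the 12 arrays was 4.50001, so the table had been filtered on the paper's rule for a present gene. Samples were grouped by the condition in their labels. The dose and time in the labels differ from those in the paper, and which applies is not known.

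The deposited values were used with no further normalization in R 4.3.3 with limma 3.58.1. FFA was compared with Media on the 6 arrays of these groups by a linear model with limma's moderated test and no block, since the methods name none, over transcripts above 4.5 in at least 1 array of the fit. The same test was applied to FFA+INT-767 against INT-767, INT-767 against Media, FFA and INT-767 over the 12 arrays with the other treatment as a factor, and their interaction. A transcript or list was called changed at a Benjamini-Hochberg adjusted p under 0.05, and counts at an unadjusted p under 0.05 are given because the paper uses that threshold. Of the transcripts, 14317 carry 1 gene symbol for 13556 genes, 1391 carry several and 10368 none, and gene results use those with 1. Of 749 entries in 32 gene lists, written before the data were examined, 565 matched a measured gene and 31 lists had at least 3 genes. The list of lymphocyte markers had too few. Lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with limma's fry.

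The genes named in the text follow a rule set before the data were examined. It takes the genes of the paper's figures with the largest changes and the 5 chemokines of its panel, the 10 named transcripts with the largest change in each direction among those called, and the members of each described list with the smallest p. Where fewer than 10 were called, those with an unadjusted p under 0.05 and no overlap between groups were taken and named as not passing. Gene symbols of Figs. 1 and 2 were read from the pictures and chosen by the study on these arrays, so an adjustment over these sets alone draws no call. Outside Fig. 1A, 0 of their genes passed it. The label COX in Fig. 2 names no single gene and was not used.

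Alternatives were no filter, a filter of 3 arrays, arrays shifted to the same median, quantile normalization applied again, the replicate number as a block, each array left out in turn, an intensity trend with a robust prior, array weights, all 12 arrays in 1 fit, the methods' unmoderated test, a fold change over 1.25, an estimated correlation and the mean of all transcripts of a gene. Others were added after the data were seen and are named as such in the closing section. On simulated data with the spread of the FFA and Media arrays, with 24167 transcripts, limma recovered 86.4% of transcripts changed 4-fold, called 1 unchanged transcript, and gave 1267 transcripts at an unadjusted p under 0.05 with nothing changed. Camera called 0 lists with nothing changed and 2 with 1 list shifted. The simulated arrays share no deviations by replicate number, as the real ones do, so these counts are no measure of chance for them. Other splits of the arrays were tested exhaustively or as 100 draws with seed 21. Protein measurements, cell assays and animal experiments of the paper were not analysed here.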

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

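The swaps within pairs, the FFA+INT-767 comparison and the replicate numbers for the interferon and cholesterol lists, the comparisons without Media for the ERK list, and the bound on what quantile normalization moves, were chosen only after the result was seen. The FFA effect over 12 arrays and all results with INT-767 lie in arrays that the paper does not report. Interferon-stimulated genes had a median log2 fold change of -0.4741 with FFA over the 12 arrays, with 30 of 30 genes lower (adjusted p = 3.3e-17 from camera, adjusted p = 0.19 with an estimated correlation). A single deviating array is argued against, since the median closest to 0 with an array left out was -0.28, without Media replicate 3. The authors' normalization stays open, since quantile normalization applied again, which left the median at -0.4737, shifted no list of the FFA effect by more than 0.043 and so tests little. Among the 32 swaps within pairs of 1 replicate number, 1 gave a median as large, the real one, and the highest other was 0.4725 against 0.4741. The fall lay in replicate 3, with a median FFA difference of -1.40 without INT-767 and -1.05 with it. In replicates 1 and 2 these differences were -0.19 to 0.053. The swaps treat the pairs of a replicate number as unrelated and were run for 4 lists without adjustment, so they do not exclude chance. Without the 4 arrays of replicate 3 the median was -0.08854, so a property of the replicate 3 cultures stays open, as does FFA treatment as a hypothesis, since the median was -0.4403 in FFA+INT-767 against INT-767, with -0.14 without INT-767 replicate 3, -0.27 without FFA+INT-767 replicate 2 and -0.68 without INT-767 replicate 2.

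Genes of ERK pathway output were lower than in Media both with FFA (median -0.26, adjusted p = 2.5e-06 from camera, adjusted p = 0.46 with an estimated correlation) and with INT-767 (median -0.34, adjusted p = 8.8e-06, adjusted p = 0.85 with an estimated correlation), and both comparisons use the same Media arrays. A single Media array as the whole cause is argued against, since the median with FFA was -0.1407 without Media replicate 3 (adjusted p = 0.053), the smallest share of its value with any Media array left out, although the call ended there. In the comparisons without Media arrays, the list was called in 0 of 2, with medians of -0.073 for FFA+INT-767 against INT-767 (adjusted p = 0.13) and -0.16 for FFA+INT-767 against FFA (adjusted p = 0.098). Both fits were without the replicate block, with which camera called 5 lists for FFA+INT-767 against FFA instead of 0. The result of 0 of 2 is stated only for fits without it. These values leave open that the Media arrays stand apart from the other groups. A response that either treatment brings about alone was not tested apart from it and stays open.

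Genes of cholesterol synthesis and uptake had a median of -0.4124 with FFA over 12 arrays, all 19 lower (adjusted p = 1e-08 from camera, adjusted p = 0.25 with an estimated correlation). Their median was -0.2011 without INT-767 replicate 3, which brings it closest to 0 among single arrays, -0.25 without Media replicate 3, -0.64 without INT-767 replicate 2, -0.4257 after quantile normalization applied again, -0.4359 in FFA+INT-767 against INT-767 and -0.2487 without the 4 arrays of replicate 3, the replicate number that brings it closest to 0. In FFA+INT-767 against INT-767 the list was not called without INT-767 replicate 3 (0.046) or FFA+INT-767 replicate 2 (-0.23), and had -0.90 without INT-767 replicate 2, -0.28 without FFA+INT-767 replicate 1 and -0.66 without FFA+INT-767 replicate 3. In replicate 2 the median FFA difference of the list was 0.12 without INT-767 (3 of 19 lower) and 0.24 with it (2 of 19 lower). In replicates 1 and 3 it was -0.65 and -0.70 without INT-767 and -0.81 and -0.74 with it. A single deviating array stays open, since the median over 12 arrays was -0.2011 without INT-767 replicate 3. Of 32 swaps within pairs, 4 gave a median as large (real 0.4124, highest other 0.5431), so chance cannot be excluded. With INT-767 over 12 arrays camera called 5 lists, PPAR target genes with a median of 0.041 (adjusted p = 0.042), NF-κB target genes and cytokines with -0.18 (adjusted p = 0.0019), ERK pathway output with -0.20 (adjusted p = 0.00045), TGF-β and BMP response with -0.20 (adjusted p = 0.014) and angiogenesis and Notch signaling with -0.21 (adjusted p = 0.00045), and 0 with an estimated correlation, where the adjusted p of each was 0.79 or 0.80. The PPAR list was not called without Media replicates 2 (0.027) and 3 (0.061), FFA replicate 2 (-0.029), INT-767 replicate 2 (0.017) and FFA+INT-767 replicates 1 (0.044) and 3 (0.044), and had 0.077, 0.069, 0.081, 0.071 and 0.067 without Media replicate 1, FFA replicates 1 and 3 and INT-767 replicates 1 and 3. The NF-κB list was not called without Media replicate 3 (-0.12), nor was the TGF-β list without Media replicate 3 (-0.10), INT-767 replicate 2 (-0.21) or INT-767 replicate 3 (-0.16). Without FFA replicate 1 the ERK list had -0.32 and the angiogenesis and Notch list -0.12, which the latter also had without Media replicate 1. The interaction of FFA and INT-767 gave 2 lists, ERK pathway output with a median of 0.14 (adjusted p = 0.019) and TGF-β and BMP response with 0.20 (adjusted p = 0.0066), and 0 with an estimated correlation, where the adjusted p of each was 1. Both calls ended without Media replicate 3 (adjusted p = 0.97 each) and FFA+INT-767 replicate 3 (adjusted p = 0.072 each), and that of the ERK list also without Media replicate 1 (0.057), INT-767 replicate 3 (0.11) and FFA+INT-767 replicate 2 (0.20). The ERK list had 0.36, 0.25 and 0.30 without Media replicate 2, FFA replicate 2 and FFA+INT-767 replicate 1, and the TGF-β list 0.38, 0.34 and 0.31 without Media replicates 1 and 2 and FFA+INT-767 replicate 1. The number of lists ranged from 3 to 11 for INT-767 and from 0 to 8 for the interaction with single arrays left out. Of 100 splits, 86 gave as many lists as INT-767 (real 5, highest other 19) and 94 as many as the interaction (real 2, highest other 19), so chance cannot be excluded for either, and of 32 swaps within pairs 15 gave as many as INT-767 (highest other 13).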

How the results depend on the processing

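The alternatives for the lists of FFA within INT-767 and of the interaction, the omission of whole replicates, the omission of FFA replicate 2 with INT-767 replicate 2, and the unmoderated 12-array tests were chosen after the data were seen. Of the medians of gene lists under all alternatives, 1116 kept their direction and their side of the threshold, 232 lost the call, 23 gained it and 12 reversed; of the named transcripts 1624 kept both, 5 gained the call and 3 reversed; of the counts and shares 297 stayed within 1.5 times and 64 did not. The cause was not tested for any of these. For FFA vs Media transcripts at unadjusted p under 0.05, the replicate block gave 1463 and the unmoderated 12-array test with a fold change over 1.25 gave 347; with arrays or replicates left out the count was 487 to 1421, with 1029 without replicate 3. The block ended the call of the mitochondrially encoded list, added those of leukocyte adhesion, LSEC markers and chaperones, and changed no other list call of FFA against Media. Its lists numbered 3 to 23, with 11 without FFA replicate 3 and 5 without replicate 3. With an estimated correlation 0 lists were called in FFA against Media, FFA within INT-767, FFA over 12 arrays, INT-767 over 12 arrays and the interaction, with PPAR target genes at 0.23 and chemokines at -0.42 (adjusted p = 0.46 each). The chemokine median was -0.76 to -0.072, and not called at -0.12 without Media replicate 3 and -0.22 without replicate 3. Lists of FFA within INT-767 numbered 8 to 18, and of FFA over 12 arrays 11 to 24. By limma's fry 0 lists passed in any comparison without the replicate block, 2 for INT-767 over 12 arrays with it (angiogenesis and Notch signaling, adjusted p = 0.025, and cholangiocyte markers, adjusted p = 0.04) and 0 in the others, and fry's test for changes in either direction gave 0 lists without the block and 0 to 3 with it. Medians or log2 fold changes that changed sign were Cxcl12 (-1.28 to 0.083), Lsr (-0.47 to 0.22), lipid droplets (-0.011 to 0.20), tricarboxylic acid cycle (-0.011 to 0.083), ATF4 (-0.18 to 0.045, and -0.21 to 0.0067 within INT-767), macrophage markers (-0.045 to 0.11), stellate and fibroblast markers (-0.84 to 0.39) and, within INT-767, cholesterol synthesis (-0.90 to 0.046) and fatty acid synthesis (-0.33 to 0.020). Camera's direction turned without a change in the sign of the median for leukocyte adhesion (-0.29 to -0.0082) and endothelial markers (-0.20 to -0.018). Over 12 arrays, camera's direction or the median turned for stellate markers (-0.46 to 0.063), LXR target genes (-0.13 to 0.019), glycolysis (0.0039 to 0.21, at the former without replicate 3) and PPAR target genes with INT-767 (up to 0.081, and -0.071 without FFA replicate 2 and INT-767 replicate 2, with and without the replicate block). Without these arrays FFA had 3 transcripts at an adjusted p under 0.05, 5 with the replicate block too and 0 with any single array left out, the interaction 1 list, or 4 with the block, and the share was 56.4% for the same direction of FFA vs Media transcripts within INT-767, or 68.3% with the block. INT-767 had 1 transcript with array weights and 0 to 1 with arrays left out (1 without FFA+INT-767 replicate 1), 9 lists with the stricter filter, 8 with arrays shifted to the same median and 3 to 11 with arrays left out, and the interaction 0 to 1 transcripts (1 without Media replicate 3) and 0 to 8 lists. This share was 48.7% over all arrays, 54.3% with the replicate block, 41.5% with array weights, 52.97% with the unmoderated test and 34.4% to 64.9% with arrays left out.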

Differences from the paper's values

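The paper's 765 transcripts at a p under 0.05 compare with 666 here, which is within 1.5 times, as were the alternatives set before the data were examined except the replicate block (1463) and the omission of Media replicate 3 (1421). An unmoderated test over the 4 groups on 12 arrays, chosen after seeing the values, gave 765. It was 1 of 8 combinations looked at together, moderated or not, on 6 or 12 arrays and with or without the replicate block, so the match was found in a search. In it 44 of the 54 measured genes that the paper's figures and text name reached an unadjusted p under 0.05 and 10 did not, against 18 of 54 that reached it in the 6-array limma fit. Among the 10 were Ccl2, Cxcl10 and Cxcl12, which the paper measured by quantitative PCR and does not name as array results. Fabp5, Lsr and Suclg2 were also among them, scored on the transcript of highest mean. Another transcript of each had a larger log2 fold change in FFA against Media (0.69, 0.17 and 0.26). The paper names Ccl7 among the top genes lowered by FFA. Its log2 fold change was -1.16 here, and it did not reach an unadjusted p under 0.05 in the 6-array fit and did with the replicate block and in the unmoderated 12-array test, chosen after seeing the values. Cxcl16, which the paper names with it, reached it in the 6-array fit and with the block. Of the genes of Fig. 1B, 8 of 9 had the figure's direction. The exception was Lsr, with -0.13 here and 0.17 for its other transcript, which has the figure's direction. The paper states that genes downstream of PPARα were significantly increased. All 8 measured genes of Fig. 1C were higher, and 1 had an unadjusted p under 0.05 in the 6-array fit. In the unmoderated 12-array test, chosen after seeing the values, 6 of the 8 reached it. The paper's statement also rests on Ingenuity's upstream regulator analysis, which was not repeated. The paper states that its transcripts changed significantly, and 0 had an adjusted p under 0.05 by limma here.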

Other observations

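The swaps within pairs for FFA, the tests without FFA replicate 2 and INT-767 replicate 2, and 3 of the 4 tests of replicate 2, all but that on INT-767 transcripts, and their check between replicates 1 and 3, were chosen only after the result was seen. Genes of ERK pathway output, which include feedback phosphatases, fell in FFA against Media, with 22 of 25 lower (adjusted p = 0.46 with an estimated correlation). Their median difference was -0.37, 0.053 and -0.33 in replicates 1, 2 and 3, with 10 of 25 lower in replicate 2. In the lists of this paragraph 0 genes passed when adjusted over the list alone, with 2 in the ERK list and 2 in that of angiogenesis at an unadjusted p under 0.05 by limma, and with the replicate block 1 endothelial marker passed. Of 38 cell cycle genes 28 were higher, by a median of 0.054 (adjusted p = 0.0043 from camera, adjusted p = 0.51 with an estimated correlation), and its adjusted p was 0.076 without Media replicate 1, 0.23 without Media replicate 3, 0.13 without FFA replicate 2 and 0.056 without FFA replicate 3, with medians of 0.088 without Media replicate 2 and 0.11, 0.023 and 0.036 without FFA replicates 1, 2 and 3. Of 18 genes of angiogenesis and Notch signaling 13 were lower, by a median of -0.13 (adjusted p = 0.0051, adjusted p = 0.48 with an estimated correlation), with an adjusted p of 0.15 without Media replicate 1, 0.11 without Media replicate 3 and 0.14 without FFA replicate 2, where the median was -0.051, and medians of -0.24 without Media replicate 2 and -0.25 without FFA replicate 1. Of 24 genes of ATF4 and the integrated stress response 21 were lower (median -0.088, adjusted p = 0.033, adjusted p = 0.51 with an estimated correlation), with a median of 0.045 without FFA replicate 1 and an adjusted p of 0.47, 0.15 and 0.083 without Media replicates 2 and 3 and FFA replicate 3, and a median of -0.0145 without Media replicate 2 and -0.18 without FFA replicate 2. Of 6 FXR target genes 5 were lower (median -0.25, adjusted p = 0.030, adjusted p = 0.46 with an estimated correlation), with an adjusted p of 0.51 without Media replicate 3 (median -0.0086), 0.14 without FFA replicate 1 (median -0.074) and 0.088 without FFA replicate 2. Lists that were not called were glycolysis and hypoxia response (21 genes, median 0.043, adjusted p = 0.48), endoplasmic reticulum chaperones (19, -0.039, 0.069, and 0.028 with the replicate block), NRF2 target genes (16, -0.00097, 0.69), p53 target genes (12, -0.018, 0.24), cAMP response genes (12, -0.042, 0.83), LSEC markers (5, -0.15, 0.069, and 0.034 with the replicate block), endothelial markers (10, -0.067, 0.32), hepatocyte markers (3, -0.51, 0.86), macrophage and Kupffer cell markers (4, 0.055, 0.51) and cholangiocyte markers (4, -0.15, 0.24). Without Media replicate 2 the LSEC markers had a median of -0.31 (adjusted p = 0.0032) and the endothelial markers -0.13 (adjusted p = 0.04), and without Media replicate 3 the LSEC markers had -0.049 (adjusted p = 0.59). Of the chemokines the paper tested by other means, Ccl2 had -1.38 (standard error 0.84), Cxcl10 -0.99 (standard error 0.56) and Cxcl12 -0.75 (standard error 0.77), with -0.54 and -0.30 for Ccl2 and Cxcl10 without Media replicate 3, -2.36, -1.505 and -1.25 for the 3 genes without Media replicate 2, and 0.083, -1.28 and -0.47 for Cxcl12 without Media replicate 1, FFA replicate 1 and FFA replicate 3. Leaving out 1 array breaks its pair. In replicates 1, 2 and 3 Cxcl12 was 8.69, 7.14 and 7.07 in FFA, against 10.05, 7.39 and 7.71 in Media. With the replicate block limma's unadjusted p was 0.047 for Ccl2, 0.052 for Cxcl10 and 0.021 for Cxcl12, and the adjusted p was 0.79 for each.

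In cells given INT-767, adding FFA raised PPAR target genes by a median of 0.23 (29 of 32 higher, adjusted p = 1.7e-18 from camera, adjusted p = 0.27 with an estimated correlation) and beta-oxidation genes by 0.17 (22 of 25 higher, adjusted p = 1.9e-11, adjusted p = 0.27 with an estimated correlation). Lists of fatty acid uptake and activation (0.14, adjusted p = 0.0012) and lipid droplets (0.17, adjusted p = 0.0018) rose as well, each with an adjusted p of 0.27 with an estimated correlation, and neither was called without FFA+INT-767 replicate 3 (adjusted p = 0.11 each). Beta-oxidation had 0.11 without INT-767 replicate 3 and lipid droplets 0.072 without INT-767 replicate 1. In all 14 lists were called, 7 up and 7 down, and 0 with an estimated correlation. By limma 536 transcripts had an unadjusted p under 0.05, 337 of them higher, with 0 at an adjusted p under 0.05 and 1183 at the unadjusted threshold with the replicate block. Of the FFA against Media transcripts measured in both, 308 of 633 (48.7%) had the same direction within INT-767. For the FFA effect over 12 arrays transcripts at unadjusted p under 0.05 numbered 627, 330 of them higher, 643 with 226 higher when arrays were shifted to the same median, 1613 with the replicate block and 990 without INT-767 replicate 2. None had an adjusted p under 0.05 by limma, and the groups did not overlap in 21 transcripts (0.0805%, where chance gives 0.216% for unrelated arrays). Septin3 had a log2 fold change of 0.34 (standard error 0.084) and Tmem44 -0.19 (standard error 0.0715), neither called. INT-767 over 12 arrays gave 1634 transcripts at an unadjusted p under 0.05, 3512 with the replicate block and 0 at an adjusted p under 0.05 by limma (smallest 0.062), with no overlap in 72 (0.276%). The keratin gene Krt36 had -0.88 (standard error 0.284), Podxl, a sialomucin of endothelial cells, -0.61 (standard error 0.17), the placental growth factor gene Pgf -0.33 (standard error 0.081) and Chd3 -0.50 (standard error 0.11), and the highest named by the same rule were Gm9736 with 0.44 (standard error 0.094) and Olfr1085 with 0.41 (standard error 0.074), none called. INT-767 against Media gave 735 transcripts and the interaction 702 at an unadjusted p under 0.05, with 2028 and 1280 under the replicate block and 0 at an adjusted p under 0.05 by limma in each. Without Media replicate 3 these numbers were 1152 and 1271, and the interaction had 1078 without INT-767 replicate 1 and 1074 without FFA+INT-767 replicate 2.

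The 10 splits of 6 arrays are too few for a share under 0.05. As many transcripts at an unadjusted p under 0.05 came from 8 of the 10 splits for FFA against Media (real 666, highest other 2488), 8 for FFA within INT-767 (real 536, highest other 3507) and 7 for INT-767 against Media (real 735, highest other 3239), and as many lists from 1 for FFA against Media (real 18, highest other 15) and 2 for FFA within INT-767 (real 14, highest other 15). Splits that call several times the real count point to a structure of the samples, which the replicate number gives, since it accounts for 92.3% of the first principal component and 79.9% of the second. They put both arrays of a replicate number on the same side for all but 1 of the 3 pairs, and gave 1283 to 2488 transcripts for FFA against Media, whereas the other splits that part 3 pairs, as the real one does, gave 388 to 912 transcripts and 1 to 15 lists. Over 12 arrays chance cannot be excluded for the FFA transcripts (83 of 100 splits, real 627, highest other 5837), the INT-767 transcripts (28 of 100, real 1634, highest other 5373), the interaction transcripts (71 of 100, real 702, highest other 4714) or the share in the same direction (53 of 100, real 48.7%, highest other 88.96%). Among the 32 swaps within pairs, the real INT-767 split gave the most transcripts, 1634, and the next gave 1627. For FFA other swaps gave up to 1381, against the real 627. Splits and swaps thus differ for the INT-767 transcripts, and chance stays open for them. As many FFA lists came from 1 of 100 splits and 1 of 32 swaps within pairs, the real one (real 22, highest other 20 in both). This argues against chance only for camera's count at the preset correlation, and the swaps treat the pairs of a replicate number as unrelated. With an estimated correlation 0 FFA lists were called, and by fry 0. Of the 32 swaps for FFA, 1 gave a median as large for the chemokines (real 0.283, highest other 0.2202) and 2 for the PPAR target genes (real 0.2071, highest other 0.2363). The smallest share these swaps can give is 1 of 32, and they were run for 4 lists without adjustment, so chance can be excluded for neither. The chemokine median of -0.283 was -0.124 without Media replicate 1, -0.154 without Media replicate 3, -0.16 without FFA replicate 2 and -0.18 without INT-767 replicate 1, each closer to 0 than the highest other swap over all arrays.

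The arrays labelled FFA and INT-767 of replicate 2 stand apart for genes that respond to FFA. Angptl4 was 10.43 and Plin2 10.39 in the array labelled INT-767 of replicate 2, against 8.23 and 8.90 in that labelled FFA. An exchange of these arrays would reverse the signs of both treatments' transcripts. The 100 transcripts most affected by FFA in replicates 1 and 3 had a mean difference, FFA minus INT-767, of -0.631 in replicate 2, with 93 of 100 under 0. Those most affected by INT-767 had 0.755, INT-767 minus FFA, with 12 under 0. Chosen on 1 of replicates 1 and 3 and tested in the other, the INT-767 transcripts followed the labels (0.373 and 0.348, with 26 and 25 of 100 under 0, against 0.151 and -0.0202 with 34 and 63 when replicate 2 is among those they are chosen on), which argues against an exchange only by a bound of most transcripts, set after a first bound of over 75 had been missed, and by the first bound an exchange stays open, whereas the FFA transcripts did not (0.0141 and 0.129, with 55 and 53 under 0) and decide nothing. A lack of response to FFA in replicate 2 stays open, since the PPAR target genes of FFA+INT-767 lay 0.184 above Media by median (26 of 33 over 0), but those of INT-767 alone lay 0.235 above it, and adding FFA gave 0.0018 without INT-767 and 0.053 with it. FFA in the culture labelled INT-767 and not in that labelled FFA stays open as a hypothesis, since the PPAR target genes lay 0.204 higher by median in the former (25 of 33), against -0.31 and -0.522 in replicates 1 and 3. Cd36 was 4.33 in the array labelled INT-767 of replicate 2, beside 4.24 to 4.39 in Media and 6.01 and 7.36 in FFA replicates 1 and 3. It does not decide this, since it was also low, 4.19, in FFA+INT-767 of replicate 2, which was labelled as given FFA. No biological explanation was tested. Without these arrays, FFA over 12 arrays had 3 transcripts at an adjusted p under 0.05 by limma, Angptl4 (2.19), Acot2 (0.82) and Fabp4 (2.79), and with the replicate block too 5, Angptl4, Cpt1a (0.77), Pex11a (0.96), Hmgcs1 (-0.71) and 1 unnamed, without Acot2 and Fabp4, in a setting chosen after their values were seen.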
